A study of Saccharomyces cerevisiae with 54 samples. Its data were reported in "Variations in Stress Sensitivity and Genomic Expression in Diverse S. cerevisiae Isolates" (2008).

How the data were processed

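Transcript abundance was measured in 17 non-laboratory strains of the budding yeast Saccharomyces cerevisiae on 54 spotted arrays of long oligonucleotides, with 1 oligonucleotide designed against each open reading frame of the reference strain. Cells were grown in YPD, a rich medium of yeast extract, peptone and dextrose, to early log phase. On every array, RNA from 1 strain was hybridized together with RNA from DBY8268, a diploid laboratory strain of the S288c background from which the reference genome was made. The labels gave 3 arrays to each of 14 strains and 4 arrays to each of M8, Y10 and YPS163, and they named the dye of each channel, so that 18 arrays were known to carry the dyes the other way round. The slide codes placed the 54 arrays on 30 slides and in 4 slide series, which held 2, 3, 25 and 24 arrays.

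The values used were the ratios the authors deposited, 1 per gene and array. According to the study's methods, the authors kept spots that passed their quality marks and a minimum pixel correlation, and normalized each array by regional mean-centering. The deposited values are log2 ratios of the named strain over DBY8268. Ratios on the dye-reversed arrays had already been turned to that direction, since arrays of a strain with opposite dyes correlated positively in all 38 pairs (median Pearson r across genes 0.715, range 0.296 to 0.883), against a median of 0.631 over the 22 pairs with the same dye. Because each array was centred, a shift of all transcripts of a strain together could not be seen in these values. Because spots were filtered array by array, a transcript that was very low in either channel could lack a value for that reason, and the spot intensities behind each ratio were not used here. The number of genes with a value per array ranged from 3393 to 5897, with a median of 5305, and 19.1% of all values were missing. For such ratios the number of arrays limits the precision, and the median standard error of the mean of a strain with 3 arrays was 0.25 on the log2 scale.

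The table held 6264 systematic gene names. Of these, 5824 matched a table of genes for assembly R64, which was used for gene symbols and for the order of genes along chromosomes. The other genes kept the names given with the values. The chromosome of a gene was read from its systematic name, and no coordinates were used. No column of any other series was present.

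Differences were tested with limma version 3.58.1 in R 4.3.3 (lmFit and eBayes) on the log2 ratios. Following the study's methods, 3 references were used, all at a false discovery rate of 0.01 within each strain after Benjamini-Hochberg adjustment. The ratio itself compared a strain with DBY8268. For the comparison with the mean of strains, each gene was first centred on the mean of its strain means. For the comparison with the oak strain YPS163, the contrast between both strains was tested. A single fit with a coefficient per strain over the 54 arrays gave all strains 1 variance per gene, moderated across genes with 3.53 prior degrees of freedom. DBY8268 had no array of its own, so the comparison with it was a test of the ratio against 0. A gene was tested in a strain with at least 1 value there, and 6033 genes were tested in at least 1 strain while 231 could not be tested in any. Genes common to most strains were those called at a false discovery rate of 0.05, in the same direction, in at least 12 of the 17 strains.

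In all, 10 lists of genes were fixed, 7 from functions the study names and 3 of mating-type genes to check the labels and the direction of the ratios, and each was tested as a set with cameraPR at a preset correlation of 0.01 between genes and a threshold of 0.05 after Benjamini-Hochberg adjustment. Against DBY8268 the set test used the mean of the 17 strain coefficients, over genes with a value in at least 12 strains. Against the mean of strains it was run in each strain, and the 164 of 170 set and strain pairs with more than 1 gene formed 1 family. The lists were ergosterol synthesis, the respiratory chain, targets of the transcription factor Hap1, phosphate, sulfur, amino acid biosynthesis, haploid-specific, a-specific and alpha-specific genes, and Ty elements, which are the retrotransposons of yeast. For each array the offset of each of the 16 chromosomes was the median log2 ratio of its genes minus the median of all other chromosomes' genes, and limma tested the 272 strain and chromosome pairs against the mean of strains at an adjusted p of 0.01.

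Genes were named by a fixed rule. The rule took 13 single genes listed in advance; the 5 genes with the largest positive and the 5 with the largest negative mean over strains among those called against DBY8268 in the most strains with 1 direction; the called genes farthest above and below the mean in the 3 strains with the most calls, if they had a value on every array of the strain and 1 direction on all of them; and the members of a gene set with the largest and smallest mean where that set is discussed. Genes named outside this rule are said to be so.

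Each step was tested on simulated data first. Of 200 genes changed by 2 log2 units in YJM269 among 6264 simulated genes, 98% were recovered against DBY8268, 96% against the mean of strains and 82% against YPS163. The 200 genes were drawn from those with a value on every YJM269 array, without the most variable genes. Recovery of other genes was not measured. Alternatives covered the centring and scaling of arrays, filters on missing values, the dye orientation, the replicate number, the slide series and the slide as terms of the fit, a fit of each strain on its own arrays, ordinary variances, the other threshold, a minimum change of 1.5-fold, the error of the mean of strains, other set tests, other summaries of a chromosome, and each array left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The hybridizations of genomic DNA and the growth phenotypes of the study were not analysed here.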

Results

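Genome-wide transcript levels of 17 non-laboratory strains of S. cerevisiae, among them vineyard, clinical and oak isolates, were each set against the laboratory strain DBY8268 on 54 arrays, with 4 arrays for M8, Y10 and YPS163 and 3 for each of the other 14 strains. Values were present for 3393 to 5897 genes per array. Of the 6264 genes, 4654 were tested in all 17 strains and 777 had a value on all 54 arrays. The residual standard deviation between arrays of a strain had a median over genes of 0.43 on the log2 scale. The mean correlation of an array with the other arrays of its strain was lowest for replicate 2 of YJM789 (0.368) and highest for replicate 2 of I14 (0.853), across genes that are not independent of each other.

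The labels and the direction of the ratios were checked first on genes whose expression depends on mating type, since RM11a and YJM789 are haploid according to the study while DBY8268 is diploid. In RM11a the a-specific genes had a median log2 ratio of 6.18 over 4 genes (limma's cameraPR, adjusted p = 1.7e-33), and the median was between 6.11 and 6.24 on each of the 3 arrays. In YJM789 the alpha-specific genes had a median of 7.44 over 3 genes (adjusted p = 1.4e-33). The haploid-specific genes had medians of 3.05 in RM11a (adjusted p = 5.6e-08) and 3.22 in YJM789 (adjusted p = 3.8e-11). Over the alternatives the largest of the adjusted p values of these 4 set tests was 4.4e-04, for the haploid-specific genes of RM11a without its replicate 2. URA3, which had been taken to be missing from DBY8268, gave ratios below 0 in all 16 strains with a value, from -1.27 in YJM789 to -0.05 in K1, with a mean of -0.72 and 9 strains called lower, so that assumption was not borne out. The direction of the ratios rests on the mating-type genes.

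How far the strains differ from the laboratory strain was asked first. Of the 6033 genes tested, 2780 (46.1%) differed from DBY8268 in at least 1 strain at a false discovery rate of 0.01, and 4187 (69.4%) did so at 0.05. The count moved most when only the 777 genes with a value on all arrays were tested, to 393, and to 920 when each strain was fitted on its own arrays. Per strain, between 274 genes (B1) and 993 genes (YJM789) differed, with a mean of 499 and a median of 442. M22 had 767 such genes, of which 548 were lower, while YJM789 had 665 higher and 328 lower. Over all strains there were 3746 higher and 4743 lower calls. Of the lower calls, 3667 were of genes other than Ty elements, fewer than the higher calls. With arrays centred on the median there were 4144 higher and 4525 lower calls. With arrays scaled to the same spread the counts for YJM789 and B1 came to 420 and 423, so that the order of strains depends on the scaling.

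**Figure D1:**
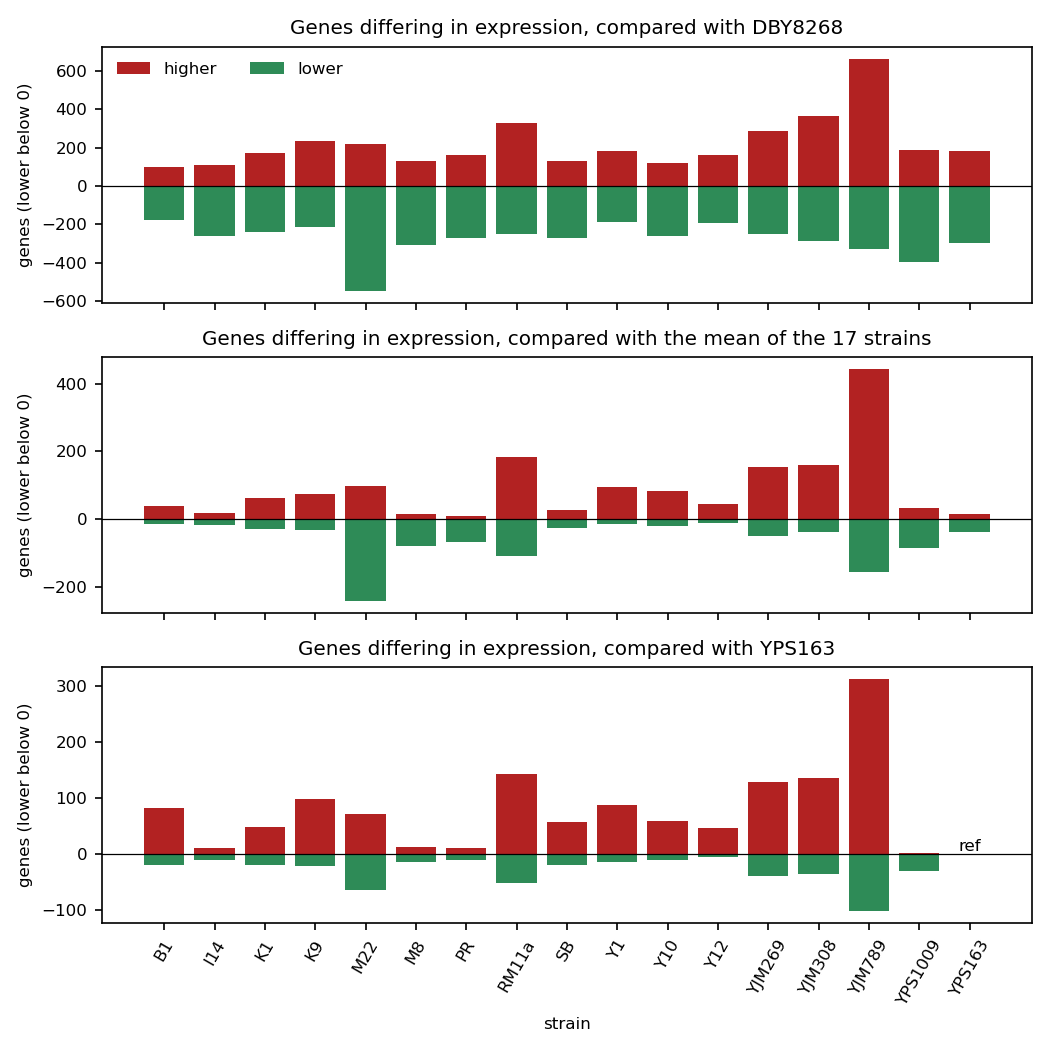
Bars give the number of genes called higher (above 0) and lower (below 0) in each of the 17 strains at a false discovery rate of 0.01 against DBY8268, the mean of the 17 strains and YPS163, from top to bottom. YJM789 has the largest bars in every panel, with 993, 601 and 414 genes in both directions together.

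Many of these differences were shared between strains. In at least 12 of the 17 strains, 214 genes differed from DBY8268 in the same direction at a false discovery rate of 0.05, 73 of them higher and 141 lower than in DBY8268. Ty elements made up 58 of the 141 lower genes, out of 86 Ty genes on the array. In genomic DNA the study found fewer Ty1 copies than in S288c in every strain it hybridized. For most of them it reported Ty1 transcripts lower than copy number could explain. Copy number was not analysed here. At a false discovery rate of 0.01, 13 genes were higher and 11 were lower in all 17 strains. The count of 214 fell to 50 among the 777 complete genes and to 97 with each strain fitted on its own arrays. All ratios share DBY8268 as the reference, so the profiles of different strains correlate even where nothing differs. The mean correlation between strain profiles across genes was 0.569, and 0.476 without Ty elements. Simulated unchanged strains that shared 1 reference sample per replicate number gave 0.371, with the reference set to carry 0.5 of the variance. With separate reference samples they gave -0.0007. The simulated value thus depends on that setting, and the gap to 0.569 is not a measured excess. With the shared reference, 0 simulated genes were called in at least 12 strains and a mean of 1.4 in any strain by limma.

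Among genes called in all 17 strains with 1 direction, the largest mean increases were those of YJL156W-A (mean log2 ratio 5.37 ± 0.92, SD over 17 strains), CYC1 (2.62 ± 0.54), CYB5 (2.36 ± 0.33), RIP1 (2.14 ± 0.42) and ERG28 (2.10 ± 0.57). CYC1 encodes cytochrome c, RIP1 is a subunit of the respiratory chain, and CYB5 and ERG28 act in sterol synthesis. The largest decreases were those of the Ty genes YPR137C-A (-4.79 ± 2.13) and YMR051C (-4.60 ± 2.00), and of RIB4 (-2.39 ± 0.59), VTC3 (-2.22 ± 0.41) and DSE2 (-1.85 ± 1.26). The adjusted p of a single strain was at most 0.0092 for these 10 genes, reached by YPR137C-A.

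Gene sets were then compared with DBY8268, to ask whether functions that the study names set the laboratory strain apart. The study named these functions from the same arrays, so the p values of the sets are not independent evidence. Relative to DBY8268 the median log2 ratio over genes, each averaged over strains, was 0.99 for the 34 respiratory chain genes (cameraPR, adjusted p = 1.2e-24), 0.63 for the 25 ergosterol genes (1.8e-19), 0.88 for the 12 Hap1 targets (3.7e-13), -1.73 for the 15 phosphate genes (2.9e-18) and -3.35 for the 85 Ty genes (2.8e-248). The medians of these 5 sets had the same sign in all 17 strains. Over the alternatives, the largest adjusted p was 8.8e-04 for the respiratory chain genes and 2.9e-08 for Hap1 targets, both with the correlation between genes estimated from the residuals, as was the 1.7e-06 for phosphate. On complete genes it was 2.8e-08 for ergosterol and 2.0e-14 for Ty elements. Every call against DBY8268 held with the estimated correlation, and these 5 held under fry, limma's rotation test, on the complete genes. Within the sets the largest and smallest means were those of CYB5 (2.36) and NCP1 (-0.23) for ergosterol, CYC1 (2.62) and SDH3 (0.16) for the respiratory chain, CYC1 and YHB1 (-0.78) for Hap1 targets, PHO3 (-0.35) and SPL2 (-4.70) for phosphate, and YJL113W (-0.30) and YHR214C-C (-4.92) for Ty elements. Genes common to at least 12 strains included 15 of 34 respiratory chain genes (Fisher's exact test, adjusted p = 1.3e-19), 9 of 25 ergosterol genes (4.7e-11) and 5 of 12 Hap1 targets (8.7e-07) among the higher genes, and 10 of 15 phosphate genes (1.1e-12) and 58 of 85 Ty genes (1.1e-76) among the lower genes, against a background of 5726 genes.

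**Figure D2:**
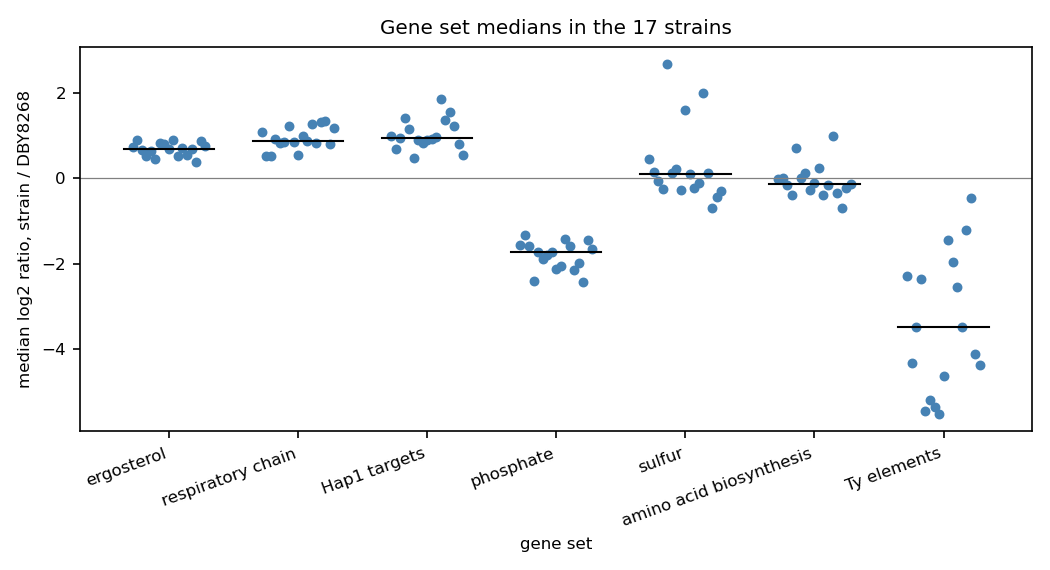
Each point is the median log2 ratio to DBY8268 of a gene set (horizontal axis) in 1 of the 17 strains, and the bar is the median over strains. All 17 points lie above 0 for ergosterol, respiratory chain and Hap1 targets and below 0 for phosphate and Ty elements, while sulfur and amino acid biosynthesis lie on both sides.

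The sulfur genes had a median of 0.30 over 22 genes (adjusted p = 0.0080), above 0 in 9 strains and below 0 in 8, and this call did not hold in every alternative, whose adjusted p ranged from 0.0044 to 0.051. Amino acid biosynthesis genes did not differ from DBY8268 as a set (median -0.01, adjusted p = 0.90), and their sign changed with the centring of arrays. Under fry on the 18 complete genes of that set the median was -0.11 (adjusted p = 3.2e-05, against values up to 0.997 over the other alternatives). The haploid-specific (0.04), a-specific (-0.30) and alpha-specific genes (0.27) did not differ over the 17 strains, each with an adjusted p of 0.90, and for the a-specific genes the median and mean lay below 0 while the test pointed upward.

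Of the single genes listed in advance, HAP1 was lower in all 17 strains (mean log2 ratio -1.75 ± 0.60, SD over strains) and called in 14. CUP1-1 (-1.37) and CUP1-2 (-1.65), which encode a metallothionein, were called lower in 5 and 2 strains, and the sodium pump genes ENA1 (-2.17), ENA2 (-2.27) and ENA5 (-1.88) in 8, 3 and 7 strains. The 4 copies of the asparaginase gene ASP3 had means of -7.03, -6.84, -6.85 and -6.89 for ASP3-1 to ASP3-4, over 10, 14, 14 and 14 strains with a value, and were called in each of those strains, with the smallest decrease for every copy in YJM308. The study states that differences of ASP3, ENA1 and CUP1 could be linked to gene amplifications known in S288c. Gene copy number was not analysed here. Copies of CUP1, ENA and ASP3 are close in sequence, so the values of 1 copy may include transcripts of the others. For ENA1 and ENA5 the values still differed in some strains. They stood at -3.83 and -0.20 in M8 and at -0.78 and -4.89 in K1, while both were low in RM11a (-3.40 and -4.10). LEU2 was higher in 3 of 16 strains (mean 0.94). HO had a value in 4 strains, on 4 arrays, and could not be tested. Over all strains, 103 of the 185 tests of these genes passed when adjusted over all genes, and 125 passed when adjusted over the list alone. The study named several of these genes from the same arrays, so the count over the list alone is not independent evidence.

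Differences between the non-laboratory strains themselves were asked next, with the mean of the 17 strains as the reference so that DBY8268 drops out. In at least 1 strain, 1366 genes (22.6% of those tested) differed from the mean. Of these, 915 (67.0%) differed in a single strain and 221 in at least 3 strains, 77 of which were Ty genes. The alternative that moved the 1366 most was the filter for complete genes, which gave 166, followed by each strain on its own arrays with 279. When the error of the mean itself was included the count was 1528. The share of genes differing in a single strain ranged from 60.8% to 71.0% over the alternatives. Counts per strain ran from 34 in I14 to 601 in YJM789, with a median of 103. After YJM789, the most genes differed in M22 (342, of which 243 were lower) and in RM11a (292, of which 183 were higher). These 3 strains also had fewer genes with a value per array than most others (medians of 4662, 4704 and 4594). Leaving out 1 array moved the count by more than 1.5 times in each of them. It was 351 without replicate 3 of YJM789, 207, 216 and 190 without replicates 1, 2 and 3 of M22, and 121 and 192 without replicates 1 and 3 of RM11a. Of the 1366 genes, 1338 were also called against DBY8268 in at least 1 strain, and 1442 genes were called only against DBY8268.

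The genes farthest from the mean in those strains were SAG1 (5.46 ± 0.29, SE, n = 3, limma's adjusted p = 8.5e-15) and PHO81 (-3.45 ± 0.74, adjusted p = 6.6e-04) in YJM789, SUL1 (4.16 ± 0.20, adjusted p = 8.4e-09) and the Ty gene YGR038C-A (-3.57 ± 0.46, adjusted p = 3.7e-07) in M22, and STE2 (7.15 ± 0.37, adjusted p = 4.9e-05) and the mitochondrial gene ATP8 (-4.74 ± 0.60, adjusted p = 3.9e-07) in RM11a. These standard errors are limma's, from a variance shared by all strains. The SD over the strain's own 3 arrays ran from 0.46 for PHO81 to 1.77 for ATP8. Each gene had its direction on all 3 arrays. SAG1 and STE2 are mating-type genes. PHO81 and YGR038C-A lost their calls with arrays scaled to the same spread (adjusted p = 0.041 and 0.012), STE2 with the slide series as a block (0.016), and SAG1, PHO81 and ATP8 when each strain was fitted on its own arrays, where the adjusted p was 0.013 for SAG1 and 0.037 for ATP8. The direction of all 6 held in every alternative.

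As sets, 75 of the 164 set and strain pairs tested differed from the mean of strains at an adjusted p of 0.05. With the correlation between genes estimated from the residuals 40 pairs did. Under fry on complete genes 27 did, but too few sulfur and mating-type genes were left there to test those sets. By set, Ty elements differed in 17 strains, sulfur in 13, amino acid biosynthesis in 11, phosphate in 9, the respiratory chain in 7, ergosterol and alpha-specific genes in 5 each, haploid-specific genes in 4, a-specific genes in 3 and Hap1 targets in 1. From these same arrays the study named amino acid metabolism, sulfur metabolism and transposition as varying often, so those calls are not independent evidence. Strains far above the others raise the mean, so a call below it need not be a decrease against DBY8268. Sulfur genes lay above the mean in 4 strains and below it in 9, of which 1 was also called against DBY8268. Alpha-specific genes lay above in 1 and below in 4, of which 1 was called against DBY8268, and a-specific genes lay above in 1 and below in 2, of which 0 were called by cameraPR (smallest adjusted p = 0.26). The sulfur genes stood 2.56 log2 units above the mean in M22 (median over 20 genes, adjusted p = 7.7e-83), 1.70 above it in YJM269 (5.6e-37) and 1.20 above it in SB (1.2e-26), while they stood at -1.13 in YJM789 (1.8e-05). Amino acid biosynthesis genes stood 1.15 above the mean in YJM269 (1.8e-34). These 5 pairs were picked after the values were seen, as those of both sets with a median at least 1 log2 unit from the mean, and their largest adjusted p over the alternatives was 7.5e-04, for YJM789 without replicate 2. In 1 of the 75 pairs, Ty elements in YJM269, the median (-0.24) and the mean (0.43) differed in sign and the test pointed upward. Sulfur genes gave 68 calls over genes and strains when adjusted over all genes and 95 when adjusted over the list alone, and amino acid biosynthesis genes gave 68 and 85.

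With the oak strain YPS163 as the reference, 878 genes (14.6%) differed in at least 1 of the other 16 strains, and 575 of them (65.5%) in a single strain. The count fell most, to 124, among complete genes, and it was 675 without replicate 3 of YPS163. Of the 878 genes, 786 were also called against the mean of strains. YJM789 differed from YPS163 at 414 genes and I14 at 20, with a median of 88 genes per strain. YPS1009, the other oak strain, differed at 33 genes, of which 31 were lower than in YPS163, and M8 and PR differed at 26 and 21. These small counts show what passed the threshold with 3 or 4 arrays per strain, not that the remaining genes are unchanged.

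Whether whole chromosomes were shifted was asked because the study found chromosome XII of YPS1009 duplicated in genomic DNA and described chromosome IX of K9 as apparently amplified. Of the 272 strain and chromosome pairs, 8 differed from the mean of strains, and the count was 5 when means replaced medians within a chromosome. Chromosome XII of YPS1009 stood 0.48 ± 0.02 log2 units (SE, n = 3, limma's adjusted p = 8.1e-21) above the mean of strains. Chromosome IX of K9 stood 0.47 ± 0.03 above it (1.6e-17). All standard errors here are limma's, from a variance shared by all strains. Chromosome III of K1 (0.47 ± 0.06, 9.4e-08) and chromosome XI of YJM308 (0.55 ± 0.03, 2.0e-20) were shifted by similar amounts. These 4 offsets passed the threshold in every alternative, with adjusted p values of at most 4.8e-09, 1.2e-09, 2.2e-04 and 1.5e-09 in that order. Chromosome III of YJM308 stood at -0.33 ± 0.06 (1.3e-04), but not past the threshold without replicate 2 (-0.17, adjusted p = 0.14). The offsets of its own 3 arrays had an SD of 0.32, which the shared variance does not reflect. Chromosome XI of M22 (-0.11, 0.0088), IX of YJM789 (-0.14, 0.0014) and XII of YJM789 (-0.09, 0.0088) passed with small offsets that were lost in several alternatives. The mean of strains is itself raised by the large offsets on these chromosomes, and against the median of strains, a reference chosen after the values were seen, 6 pairs passed, without XI of M22 and XII of YJM789. Across its 503 genes, chromosome XII of YPS1009 had 84.3% above the median of the other chromosomes, while 13.5% were called higher than in DBY8268 one by one (2.21% on other chromosomes) and 30.6% were over 1.5-fold (7.47% on other chromosomes). For chromosome IX of K9 the shares over 207 genes were 76.8%, 14% and 28.5%. They were 82.3%, 13.3% and 39.2% over 158 genes for chromosome III of K1, and 87.0%, 29.5% and 46.6% over 322 genes for chromosome XI of YJM308.

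**Figure D3:**
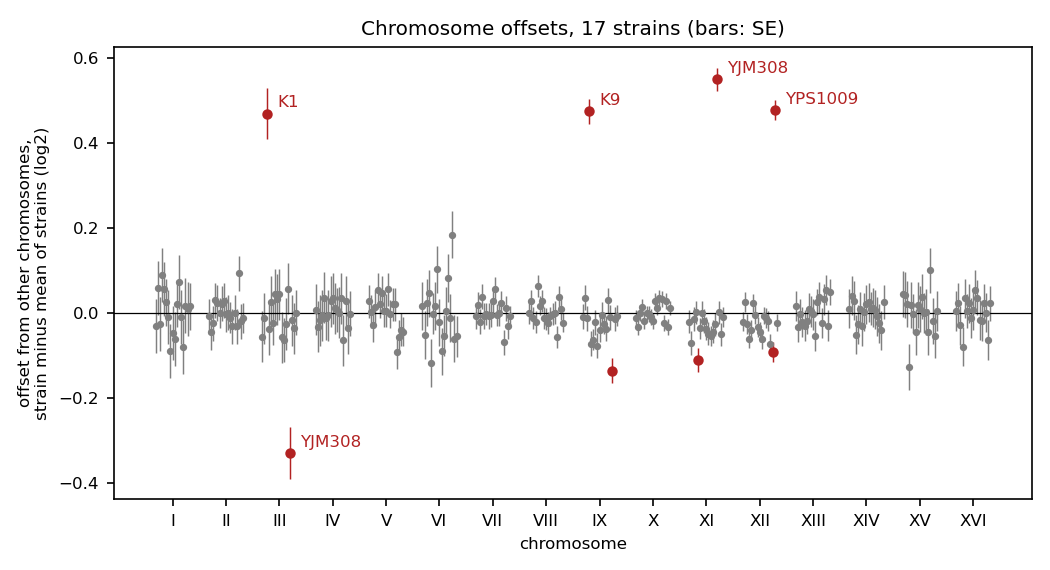
Each point is the offset of a chromosome (horizontal axis) in 1 of the 17 strains, in log2 units relative to the mean of strains. Bars are limma's standard error from a variance shared by all strains. The 8 pairs past an adjusted p of 0.01 are in red, and those of K1, K9, YJM308 and YPS1009 on chromosomes III, IX, XI and XII stand between 0.47 and 0.55.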

Values the study reported

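The study reported that 2680 genes, about 47%, were altered against the laboratory strain in at least 1 non-laboratory strain at a false discovery rate of 0.01, with an average of 480 genes per strain. With the mean over strains as reference it counted about 1330 genes (23%), and with YPS163 as reference 953 (17%). Per strain, the differences from the mean ran from 30 in I14 to nearly 600 in YJM789, with a median of 88. It named a group of 219 genes that varied in at least 3 strains.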

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

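Of the tests in this part, those of the strongly changed genes in K1 and YJM308, those of the trend along chromosome order in K9 and YJM308, those of the labels of Y10 and YPS163, that of the slide series of YPS163 and the median of strains as a reference were chosen only after the result was seen. The rest were chosen earlier.

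Whole chromosomes stood apart from the mean of strains in 8 strain and chromosome pairs, each picked out by limma's test of that difference at an adjusted p of 0.01. Chromosome XII of YPS1009 stood 0.48 log2 units above the mean, with its direction on 3 of 3 arrays. The lowest of its 3 arrays stood at 0.475 relative to the other chromosomes of that array, against at most 0.08 on the 51 arrays of the other strains. A shift of a whole array cancels out of this offset, so the values do not test the centring of arrays, and the regional centring done by the authors stays open. A few strongly changed genes are argued against by the 84.3% of 503 genes (95% confidence interval 80.8 to 87.4) above the median of the other chromosomes. Of these genes 13.5% were called higher than in DBY8268 one by one. Genes of other chromosomes raised by the measured offset were called in 14.4% of cases (10.7 to 18.5 over 100 draws), as low power per gene would give. Genes raised by 1.5-fold were called in 20.5% (16.7 to 24.3), more often than observed in every draw. Neither shift was taken from genomic DNA, so these values do not show whether transcripts follow the number of gene copies. The study found extra copies of this chromosome in genomic DNA, which was not analysed here, and no biological explanation was tested.

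Chromosome IX of K9 stood 0.47 above the mean and chromosome XI of YJM308 0.55 above it, while chromosome III of K1 stood at 0.47. On single arrays the offsets followed chromosome order, with slopes of -0.042 per chromosome on replicate 1 of K9 and 0.047 on replicate 2 of YJM308. With a straight line over chromosomes removed, K9 stood at 0.49 (adjusted p = 3.2e-19, with 1.2e-09 the largest over the alternatives), which argues against such a trend as the whole cause. For K1, 82.3% of 158 genes, and for YJM308 87.0% of 322 genes, lay above the median of the other chromosomes, which argues against a few strongly changed genes. Other technical explanations of these 3 offsets, and a change in copy number, were not tested here. For chromosome IX of K9, the study described an apparent amplification in genomic DNA. It did not hybridize genomic DNA of K1 or YJM308.

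Chromosome III of YJM308 stood at -0.33. After removal of the straight line it stood at -0.27 (adjusted p = 1.7e-06), while without replicate 2, the array with the steepest trend, it stood at -0.17 and was not past the threshold (adjusted p = 0.14, the range over the alternatives being 8.3e-08 to 0.22). A trend on that array and a lower level of the chromosome's transcripts cannot be told apart, because 2 arrays are left without it. The small offsets of chromosome XI in M22 (-0.11), IX in YJM789 (-0.14) and XII in YJM789 (-0.093) were lost in several alternatives. Part of each comes from the reference, since K9, YJM308 and YPS1009 raise the mean on these chromosomes. Against the median of strains they stood at -0.083, -0.12 and -0.069, and only IX of YJM789 passed. No biological explanation was tested for them.

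Sets of genes differed from the mean of strains by the set test in 5 strains for ergosterol, 7 for the respiratory chain, 1 for Hap1 targets, 9 for phosphate, 13 for sulfur, 11 for amino acid biosynthesis, 4 for haploid-specific, 3 for a-specific and 5 for alpha-specific genes, and 17 for Ty elements. The test takes a fixed correlation of 0.01 between genes. With the correlation estimated from the residuals, 40 in place of 75 set and strain pairs passed, so the assumed correlation accounts for a part of the calls. With the dye term 74 pairs passed, with the slide series as a block 75 and with arrays centred on the median 73, so none of these accounts for the number of calls. Calls below the mean also depend on the few strains that raise it, as for sulfur, where 1 of 9 strains below the mean was called against DBY8268. No biological explanation was tested.

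In strains with 4 arrays, a value was picked out when the gap between 1 array and the nearest other took up most of the range of the 4. Chance gives about 1 in 20 such values, or 4.6 among the 92 examined, and 9 were found. Replicate 1 of M8 had 4333 genes with a value, where the others had 5289 to 5454. In M8, ASP3-3 stood at -8.59 on replicate 2 (others -7.04 to -6.84), ERG28 at 2.01 on replicate 3 (others 2.40 to 2.45) and DSE2 at -1.76 on replicate 2 (others -1.62 to -1.60). In Y10, replicate 3 had a mean correlation of 0.616 with its own strain (others 0.487 to 0.497), the median of the ergosterol genes was 0.715 on replicate 4 (others 0.485 to 0.52), that of the sulfur genes was -0.025 on replicate 1 (others -0.25 to -0.23), and CUP1-1 stood at -1.36 on replicate 4 (others -3.57 to -3.33). In YPS163 the Ty genes had a median of -1.62 on replicate 1 (others -4.80 to -4.31). All 4 arrays of a strain carry its label, so the design names no biological difference between them, and no explanation was tested for the values of M8 or of replicates 1 and 3 of Y10.

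Replicate 4 of Y10 could be an array of Y12 under the Y10 label. After subtraction of the mean of strains its correlation with the Y12 arrays was 0.219, 0.552 and 0.223, and with the other Y10 arrays 0.097, 0.146 and 0.164, so that the lowest with Y12 exceeds the highest with Y10 by 0.054. At the 26 genes where the other Y10 arrays lie over 2 log2 units from the Y12 mean, it lay closer to Y10 at 0 (0%), whereas the other Y10 arrays lay closer to Y10 at 66.7% to 83.3% of their genes. Leaving replicate 1, 2 or 3 of Y12 out of that mean gave 4 of 34, 15 of 44 and 3 of 48 genes. Both tests are as a mislabelled sample would give, but the Y12 arrays correlate with each other at only -0.156 to 0.35, so which label is wrong, if any, stays open. The array was kept under its label. Without it, 144 in place of 103 genes differed from the mean in Y10 and 83 in place of 69 from YPS163.

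The Ty value on replicate 1 of YPS163 does not follow from the spot filter, since the same 25 Ty genes had medians of -4.12 and -4.29 on replicates 2 and 3, and 23 of them had a median of -4.77 on replicate 4. By its profile the array correlated best with Y1 (0.374, against 0.192 with the other YPS163 arrays). Of the 54 arrays, 10 correlated best with a strain other than their own, replicates 2 and 4 of YPS163 among them, so that alone says little. At 45 genes that separate the other YPS163 arrays from Y1 it lay closer to YPS163 at 21 (46.7%), where the other YPS163 arrays did so at 85.8% to 94.7% of theirs. Many of these are Ty genes, whose values on this array prompted the test, and without them the shares were 52.4% of 21 genes and 62.5% to 89.3%. The array shares a slide series with replicate 1 of Y1 and replicate 1 of Y10 alone. It correlated with them at 0.391 and 0.474, with the other Y1 arrays at 0.316 and 0.0082 and with the other Y10 arrays at -0.0038 to 0.233, so its likeness to the Y1 array of its series exceeds that to any other Y1 array by 0.074, as an effect of the slide series would give. An array of Y1 under the YPS163 label cannot be told apart from this, because the genes that separate both strains are split about evenly. Without this array 698 in place of 878 genes differed from YPS163.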

How the results depend on the processing

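Of the tests in this part, the removal of a straight line over chromosomes and the median of strains as the reference of the chromosome offsets were chosen only after the result was seen. The other alternatives, like the groups, the tests, the gene sets and the rule for the genes named, were chosen before the data were examined. A complete-gene filter lowers counts by testing fewer genes, a fit of each strain on its own arrays rests on fewer arrays, and a changed threshold moves counts by its own construction. For every other result that moved, lost its call or changed sign below, the cause was not tested.

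Results were recomputed under each alternative, and a count was taken as moved when it differed by more than 1.5 times. All 84 results recomputed with at least 2 values required per strain, all 84 with the slide as a random block, all 56 with ordinary variances, all 56 with a minimum change of 1.5-fold and all 20 with the error of the mean included kept their direction and their side of the threshold, or moved by less than 1.5 times. With arrays centred on the median and with a term for the dye, 112 of 113 results did so in each case. The exceptions were sets without a call: the amino acid biosynthesis genes against DBY8268 stood at 0.014 instead of -0.012 after centring (adjusted p = 0.94), and the haploid-specific genes at -0.050 instead of 0.037 with the dye term (adjusted p = 0.84). Their adjusted p ranged over all alternatives from 3.2e-05 to 0.997 and from 0.67 to 0.96.

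With only the 777 genes that had a value on all arrays, 393 genes differed from DBY8268 in at least 1 strain, 50 did so in at least 12 strains, 166 differed from the mean of strains, 35 of them in at least 3 strains, and 124 differed from YPS163. The share of genes differing from the mean in a single strain was 60.8%. With each strain fitted on its own arrays the corresponding values were 920, 97, 279, 7, 261 and 71.0%. At the other threshold they were 4187, 137, 2488, 435, 1566 and 62.7%, where the genes in at least 12 strains were called at 0.01 and the others at 0.05.

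Per strain, the complete genes gave 50 in B1, 65 in I14, 73 in K1, 94 in K9, 106 in M22, 89 in M8, 83 in PR, 98 in RM11a, 69 in SB, 79 in Y1, 78 in Y10, 82 in Y12, 97 in YJM269, 107 in YJM308, 181 in YJM789, 90 in YPS1009 and 89 in YPS163 against DBY8268. Against the mean of strains they gave 16 in B1, 2 in I14, 16 in K1, 18 in K9, 31 in M22, 10 in M8, 7 in PR, 30 in RM11a, 4 in SB, 14 in Y1, 7 in Y10, 8 in Y12, 43 in YJM269, 18 in YJM308, 70 in YJM789, 17 in YPS1009 and 12 in YPS163. Against YPS163 they gave 14 in B1, 6 in I14, 22 in K1, 17 in K9, 16 in M22, 3 in M8, 37 in RM11a, 10 in SB, 8 in Y1, 1 in Y10, 2 in Y12, 33 in YJM269, 19 in YJM308, 52 in YJM789 and 9 in YPS1009. In PR, limma called 0 of the 777 genes against YPS163, with 77 at an unadjusted p under 0.05.

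On its own arrays, a strain differed from DBY8268 at 129 in B1, 407 in M22, 225 in M8, 280 in PR, 122 in RM11a, 97 in SB, 25 in Y10, 75 in Y12, 318 in YJM269, 4 in YJM308, 149 in YPS1009 and 151 in YPS163, and limma called 0 genes in K9, Y1 and YJM789, where 883 in K9, 754 in Y1 and 993 in YJM789 had an unadjusted p under 0.05. From the mean of strains it differed at 9 in I14, 130 in M22, 52 in M8, 1 in PR, 7 in RM11a, 1 in SB, 79 in YJM269, 21 in YJM308 and 1 in YPS163, with 0 calls in B1, K9, Y1, Y10, Y12, YJM789 and YPS1009, where 522 in B1, 521 in K9, 429 in Y1, 501 in Y10, 349 in Y12, 692 in YJM789 and 748 in YPS1009 had an unadjusted p under 0.05. Fitted with the arrays of YPS163 alone, the counts against YPS163 were 9 in I14, 10 in K9, 26 in M22, 8 in PR, 48 in RM11a, 7 in SB, 32 in Y1, 17 in Y10, 14 in Y12, 99 in YJM269, 61 in YJM308, 93 in YJM789 and 14 in YPS1009. In that fit 3 of the genes named against the mean, SAG1, PHO81 and ATP8, also lost their calls.

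At a false discovery rate of 0.05 the counts against DBY8268 that moved were 430 in B1, 649 in K1, 820 in K9, 1253 in M22, 717 in M8, 1082 in RM11a, 617 in SB, 669 in Y1, 687 in Y10, 581 in Y12, 862 in YJM269, 1192 in YJM308, 1541 in YJM789, 1018 in YPS1009 and 810 in YPS163. Those against the mean of strains were 106 in B1, 68 in I14, 174 in K1, 271 in K9, 576 in M22, 120 in PR, 549 in RM11a, 137 in SB, 243 in Y1, 187 in Y10, 92 in Y12, 362 in YJM269, 385 in YJM308, 1060 in YJM789, 257 in YPS1009 and 108 in YPS163. Those against YPS163 were 50 in I14, 127 in K1, 223 in K9, 287 in M22, 66 in M8, 45 in PR, 381 in RM11a, 125 in SB, 110 in Y10, 91 in Y12, 285 in YJM269, 287 in YJM308, 746 in YJM789 and 60 in YPS1009.

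With arrays scaled to the same spread, the counts that moved were 423 in B1, 600 in I14, 665 in M8, 361 in YJM308 and 420 in YJM789 against DBY8268, 100 in I14, 210 in M22, 30 in Y1, 118 in YJM308, 266 in YJM789 and 24 in YPS163 against the mean of strains and 51 in B1, 44 in I14, 73 in K9, 44 in Y1, 20 in Y10, 8 in Y12 and 214 in YJM789 against YPS163. Against DBY8268 the scaling raised the counts of B1, I14 and M8 and lowered those of YJM308 and YJM789. The share of higher calls against YPS163 was 65.7% in place of 73.4%, the largest shift of such a share under either scaling or centring. With the slide series as a block, the counts against YPS163 were 41 in I14 and 38 in PR, and the amino acid biosynthesis genes stood at 0.090 against DBY8268 (adjusted p = 0.62, in the range given above), while STE2 in RM11a lost its call against the mean.

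The replicate numbers of the labels were tried as a replicate block. Residuals of arrays with the same number in different strains had a mean correlation of 0.075 over 411 pairs (range -0.622 to 0.588), against -0.033 for other pairs. The ranges overlap and the difference was not tested, so whether the numbers pair the samples stays open. Arrays on the same slide had a mean residual correlation of 0.120, and the consensus correlation within slides was 0.164. With the replicate block PR differed from YPS163 at 35 genes, the sulfur genes stood at 0.23 against DBY8268 without passing the threshold (adjusted p = 0.051, against a lowest value of 0.0044 over the alternatives), and the haploid-specific genes at -0.067 (adjusted p = 0.91). Of the 113 results recomputed with this block, the other 110 stayed as they were by the same rule.

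Set tests depended on the correlation assumed between genes and on the genes tested. The 75 set and strain pairs that differed from the mean of strains became 40 with the correlation estimated from the residuals. On complete genes, where fewer sets and genes could be tested, 30 pairs passed with the preset correlation and 27 under fry. Against DBY8268, fry called the amino acid biosynthesis genes lower (-0.11, adjusted p = 3.2e-05, where the other alternatives reached at most 0.997), which the set test with a preset correlation did not. The sulfur genes against DBY8268, the sulfur genes in M22, SB, YJM269 and YJM789 and the mating-type sets gave no value on complete genes, since too few of their members had a value on all arrays.

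The 4 large chromosome offsets of K1, K9, YJM308 (chromosome XI) and YPS1009 kept their calls under every alternative. The 4 others did not. On complete genes, chromosome XI of M22 stood at -0.067 (adjusted p = 0.73), III of YJM308 at -0.18 (0.21), IX of YJM789 at -0.16 (0.038) and XII of YJM789 at -0.0038 (0.97). Without Ty elements and incomplete genes the values were -0.069 (0.71), -0.18 (0.22), -0.15 (0.049) and -0.0095 (0.96). With means in place of medians, 5 pairs passed, and chromosome XI of M22 stood at -0.084 (0.25), IX of YJM789 at -0.11 (0.12) and XII of YJM789 at -0.086 (0.16). Over all alternatives the lowest adjusted p values of these 4 pairs were 2.3e-04, 8.3e-08, 1.0e-04 and 3.4e-04. After the straight line over chromosomes was removed from each array, 17 pairs passed. The mean of strains includes the strains with a large offset on the same chromosome. With the median of strains as the reference 6 pairs passed, and chromosome XI of M22 (-0.083) and XII of YJM789 (-0.069) did not (adjusted p = 0.14 for both), while IX of YJM789 stood at -0.12 and III of YJM308 at -0.31, both past the threshold.

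Leaving out single arrays moved the totals less than the filter for complete genes did. Against DBY8268 the genes in at least 1 strain ranged from 2625 to 2921 and those in at least 12 strains from 197 to 224. Against the mean they ranged from 1219 to 1466, with 202 to 243 in at least 3 strains, and against YPS163 from 675 to 968. The amino acid biosynthesis genes ranged from -0.037 to 0.0064 against DBY8268, above 0 without replicate 3 of K1 (0.0023), replicate 2 of Y1 (0.0055), replicate 1 of YJM789 (0.00029) or replicate 3 of YPS1009 (0.0064). The haploid-specific genes ranged from -0.011 (without replicate 1 of YJM308) to 0.088 (without its replicate 2). None of these was called. Between 5 and 8 chromosome pairs passed, with 5 without replicate 2 of YJM308 or replicate 1 or 3 of YJM789. Chromosome XI of M22 ranged from -0.14 to -0.095 and was lost without any of 34 of the 54 arrays, since its adjusted p of 0.0088 lies close to the threshold, most clearly without its own replicates 1 (-0.095, adjusted p = 0.22) and 2 (-0.098, 0.19). Chromosome XII of YJM789 ranged from -0.11 to -0.072 and was lost without any of 32 arrays, its own replicates 1, 2 and 3 among them (-0.098, -0.11 and -0.072, adjusted p = 0.050, 0.017 and 0.27). Chromosome III of YJM308 ranged from -0.48 to -0.17 and was lost without replicate 2 (adjusted p = 0.14). Chromosome IX of YJM789 ranged from -0.15 to -0.13 and was lost without replicate 1 or 3 (-0.13 in both, adjusted p = 0.033).

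Counts per strain mostly fell when that strain lost an array, where fewer arrays also give less power. The counts without each array of a strain in turn, in the order of replicate number, were as follows. For B1, the counts were 206, 169 and 196 against DBY8268, 35, 14 and 28 against the mean and 83, 54 and 62 against YPS163. For I14, the counts were 243, 249 and 259 against DBY8268, 10, 3 and 10 against the mean and 11, 7 and 12 against YPS163. For K1, the counts were 279, 278 and 275 against DBY8268, 58, 50 and 57 against the mean and 53, 38 and 51 against YPS163. For K9, the counts were 284, 321 and 369 against DBY8268, 49, 111 and 93 against the mean and 106, 116 and 86 against YPS163. For M22, the counts were 485, 514 and 481 against DBY8268, 207, 216 and 190 against the mean and 92, 104 and 89 against YPS163. For M8, the counts were 353, 323, 325 and 346 against DBY8268, 67, 58, 67 and 61 against the mean and 17, 18, 18 and 19 against YPS163. For PR, the counts were 279, 249 and 287 against DBY8268, 52, 51 and 37 against the mean and 11, 14 and 17 against YPS163. For RM11a, the counts were 331, 552 and 419 against DBY8268, 121, 292 and 192 against the mean and 101, 222 and 158 against YPS163. For SB, the counts were 266, 260 and 312 against DBY8268, 21, 27 and 33 against the mean and 51, 55 and 68 against YPS163. For Y1, the counts were 156, 342 and 377 against DBY8268, 33, 138 and 172 against the mean and 81, 121 and 121 against YPS163. For Y10, the counts were 296, 237, 262 and 333 against DBY8268, 83, 34, 72 and 144 against the mean and 65, 44, 53 and 83 against YPS163. For Y12, the counts were 247, 264 and 222 against DBY8268, 30, 20 and 56 against the mean and 45, 35 and 53 against YPS163. For YJM269, the counts were 330, 325 and 335 against DBY8268, 112, 120 and 130 against the mean and 125, 122 and 135 against YPS163. For YJM308, the counts were 334, 562 and 334 against DBY8268, 104, 201 and 111 against the mean and 140, 188 and 117 against YPS163. For YJM789, the counts were 876, 775 and 589 against DBY8268, 599, 467 and 351 against the mean and 476, 389 and 290 against YPS163. For YPS1009, the counts were 502, 324 and 409 against DBY8268, 79, 54 and 91 against the mean and 36, 28 and 35 against YPS163. For YPS163, the counts were 403, 367, 384 and 353 against DBY8268 and 43, 47, 30 and 32 against the mean. Leaving out replicate 3 of YPS163 lowered the count against YPS163 to 75 in K9 and 30 in Y12, and leaving out its replicates 2 and 4 lowered that of I14 to 13 and 11. The highest counts without an array of YPS163 were 95 in B1, 15 in I14, 64 in K1, 127 in M22, 26 in M8, 24 in PR and 60 in Y12. A strain left with 2 arrays was tested with the variance of the whole fit.

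The spot intensities were not used, so how far the signal stood above background was not examined here. What limits the calls was not compared. Among genes with at least a 2-fold mean change in a strain, between 47.7% (K9) and 70.3% (M22) were called against DBY8268.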

Other observations

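Of the tests in this part, those of the direction of the ratios, the exchange of RM11a and YJM789 samples and Q0050 were chosen only after the result was seen.

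Random regrouping of the arrays was used to ask whether chance alone gives as many genes. Of 100 sets of signs given to the arrays, the real one included, 1 gave as many as the 2780 genes differing from DBY8268, the real one, and the largest of the others was 645. Of 100 assignments of arrays to strains, 1 gave as many as the 1366 genes differing from the mean (largest other 345) and 1 as many as the 878 differing from YPS163 (largest other 226). Chance is therefore excluded for these 3 totals. Between a strain and YPS163, 1 of 35 splits, the real one, gave as many genes in 15 strains. In Y10, 2 of 35 splits did, the other with 78 genes against 69, so chance is not excluded for that count.

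M22, RM11a and YJM789 were among the strains with the most genes differing from the mean, and all of their arrays lie in 1 slide series and have fewer values than those of most others. With the slide series as a block the lowest of the 3 counts was 239, against 84 for the median strain. With every array thinned to 3393 values the lowest was 172.5 (RM11a, median of 20 draws), against 48 for the median strain. Neither the series term nor thinning brought the 3 strains down to the median strain. Within their series, their slide codes carry higher numbers than those of all other strains. A batch within the series thus cannot be separated from these strains. Thinning dropped values at random, so it does not test a filter on spot quality. The place of the 3 strains does depend on the fit and on the genes tested. With each strain on its own arrays M22 had 130 such genes, RM11a 7 and YJM789 0 by limma (692 at an unadjusted p under 0.05), where YJM269 had 79. On the 777 complete genes YJM789 had 70, M22 31 and RM11a 30, where YJM269 had 43 and so passed M22 and RM11a. RM11a and YJM789 are haploid according to the study, and ploidy as a reason was not tested.

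The ratios of URA3 below 0 were weighed against ratios turned the wrong way. The haploid-specific genes of both haploid strains, with the a-specific genes in RM11a and the alpha-specific genes in YJM789, had a median of 4.09, with 20 of 20 values above 0, which argues against that. No biological explanation was tested.

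Residuals of replicate 3 of RM11a and replicate 3 of YJM789, which share a slide, correlated at -0.622. An exchange of samples is argued against by the a-specific genes, with a median of 6.11 on replicate 3 of RM11a. On that same array the 38 Ty genes with a value had a median of 0.19, where all Ty genes had -5.73 and -5.34 on the other RM11a arrays and the same 38 genes had -0.66 and -0.89. The choice of genes thus goes with most of the gap, but the spot filter and a property of the array cannot be told apart, because the filter decides which genes can be compared.

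The mitochondrial reading frame Q0050, picked after its values were seen, stood between -8.88 and -5.09 on every array with a value in B1, I14, K1, RM11a, YJM269, YPS1009 and YPS163, and between -2.31 and 1.04 in the other 10 strains. Single poor arrays are argued against, since no strain had arrays in both ranges and 5 of the 7 low strains had at least 2 arrays with a value, the highest of them at -5.09. RM11a and YPS163 had 1 array with a value each. The boundary between the ranges was set after the values were seen. A difference in the sequence of the strains, which would also lower hybridization, was not tested.

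Runs of at least 3 adjacent genes called the same way against the mean numbered 10. Of 1000 shuffled gene orders, 0 had as many (median 2, largest 6), so chance is excluded for their number. Among them, picked after their values were seen, SNO1, SNZ1 and MTG1 were higher in YJM308 (mean 2.63) and YBL113C to YBL111C (-2.93) and YPR202W to YPR204W (-3.19) were lower in YPS1009. The last 2 runs lie at chromosome ends, where sequences are repeated, and hybridization between copies was not tested.

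In 71 pairs of a gene and a strain, some of them of the same gene, there was no value on any array of the strain but values on at least 90% of the other arrays, 32 of them in YJM789, 18 in RM11a and 16 in M22. In RM11a they included LEU2 and URA3, picked after they were seen. Groups of 1 array from each of these 3 strains lost a median of 12 genes (4 to 91 over 27 groups), where the strains themselves lost 16 to 32, and 4 of 100 random groupings of arrays lost as many in total. Array quality and genes absent from a strain cannot be told apart, because the ranges overlap.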
